A study of Xenopus laevis with 2 samples. Its data were reported in "EBF factors drive expression of multiple classes of target genes governing neuronal development" (2011).

How the data were processed

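Two-colour Agilent *Xenopus* arrays were analysed, 1 for DEX-treated hGR-Xebf3 animal caps and 1 for DEX-treated hGR caps, each against untreated hGR-Xebf3 caps. Groups were taken from the treatment stated per the labels. Cy3 was the treated sample and Cy5 the reference on both arrays. The arrays were on different slides, so slide and group cannot be told apart.

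Per the file headers, spot intensity values were extracted with Feature Extraction 8.1.1.1 from scans at 10 µm per pixel, which is another version and resolution than the methods of the study name. The authors' processed intensity of each channel was background-subtracted with spatial detrending and dye-normalized by LOWESS within the array (smoothing factor 0.25). Surrogate values were used by the software where a spot was not significantly above background. The deposited log10 ratio is that of Cy5 over Cy3, and it is 0 where both channels hold surrogates. The deposited p-value of each log ratio comes from the software's error model and covers spot error only. The authors' table of processed values for the whole series holds 21407 rows, with 16142 values for the active EBF3 array and 16921 for the hGR array. Its scale and direction were not stated, and 100% of its values were equal, within 1e-05, to the deposited log10 ratio with the sign turned.

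The measure used here was the log2 ratio of the authors' processed Cy3 over Cy5 intensity, positive where the treated sample was higher. Control features and spots flagged non-uniform in either channel were left out and a 2-fold threshold was applied, after the methods of the study. The median log2 ratio was -0.09 on the active EBF3 array and -0.06 on the hGR array. Before any dye normalization, the median log2 ratio of background-subtracted signals was -0.02 and -0.61. With 1 array per comparison no test was run and no p-value across probes was computed. Probes were counted as changed by active EBF3 and not by hGR where they passed 2-fold on the first array and not the same way on the second.

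A spot was well above background by the flag of the software. Where 1 channel was not well above background, or was saturated, the change is given as at least N-fold. The brighter channel was then set against the higher of the dim probe's own value and the lowest value among probes well above background in that channel, after Aquantile normalization of the processed signals in limma 3.58.1. No fold is given where neither channel was well above background. Without dye swaps these bounds are open to dye bias. No gene probe was saturated in Cy3, and 5 and 7 were saturated in Cy5 on the active EBF3 and hGR arrays.

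Gene names are those of the array design. Names or gene identifiers of 3538 of the 21495 probes were matched to RefSeq genes of the assembly Xenopus_laevis_v10.1, used for names only, and 0 of the GenBank accessions were listed there. Of all probes, 13406 had only an EST description. Genome positions were not used here. The 14 candidates were matched through the GenBank accessions the study lists, and other lists by gene names in the annotation. Of the listed genes, 5 of 5 other genes named in the study, 3 of 8 glucocorticoid-responsive, 4 of 8 epidermal and 7 of 10 mesendoderm genes had a probe, with 7, 4, 5 and 11 probes. No probe was in more than 1 list. Caps are prospective epidermis, so the epidermal genes belong to the tissue studied.

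Genes named in the text were chosen by rules set before the data were examined. These were the 14 candidates and the *ebf2* and *ebf3* probes, and list members past 2-fold on the active EBF3 array. Also named were the 10 highest and 10 lowest probes on the active EBF3 array, and the 5 highest and 5 lowest on the hGR array, that passed 2-fold, did not do so the same way on the other array, were well above background in the brighter channel, unsaturated and annotated beyond an EST. The test for annotation was corrected after values had been seen, to accept descriptions that name a similar protein, and this put *greb1* in the place of *emx1* among the 10 highest. These ranks use the ratio of processed signals, also where 1 channel was not well above background. The 6 other probes matched to symbols of candidate genes were looked up outside these rules, after values had been seen. A list median is described by its percentile among 10000 random lists of the same size matched on deciles of mean log2 signal. The shared reference was simulated 200 times with 3 unchanged samples per probe, whose deviations were drawn from the ratios of the hGR array at like signal, divided by the square root of 2.

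Alternatives were normexp background correction with an offset of 50 and loess in limma, median centring without a curve, the deposited log10 ratio, the series table, non-uniform spots kept, filters on dim probes, a spot p-value under 0.01, 5-fold, and distinct gene names. Median centring used positive background-subtracted signals, without surrogates. Normexp without an offset was added after seeing the data, since 50 exceeds the background-subtracted signal of most probes. In simulated data for the active EBF3 array with 21495 probes, of which 200 were changed 4-fold, loess with the offset called 145 of the changed and 1 unchanged probe. Without it, 200 changed and 1408 unchanged probes were called. The calling step alone found 200 of 200 changed probes and 18 unchanged ones. Computation used R 4.3.3, Python, pandas, numpy and scipy.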

Results

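Animal caps are pieces of prospective ectoderm cut from *Xenopus laevis* embryos, here dissected at stage 9. EBF3 is a transcription factor of the EBF (COE) family. It was expressed fused to the part of a human steroid receptor that binds glucocorticoids (hGR-Xebf3), so that dexamethasone (DEX) activates the protein. Embryos were injected with 1 ng of hGR-Xebf3 mRNA or, as a control, with 0.4 ng of mRNA for hGR alone, and no Noggin was used to neuralize the caps. Caps were treated with 30 µM DEX for 4.5 hours or left untreated. RNA was hybridized to 2 two-colour Agilent arrays. The Cy3 channel held DEX-treated hGR-Xebf3 caps (active EBF3) on 1 array and DEX-treated hGR caps on the other. The Cy5 channel of both held untreated hGR-Xebf3 caps, described in the same words for each array and called the reference here. There was 1 biological replicate, 1 array per comparison and no dye swap, so no value below has a replicate error or a p-value, and a dye bias specific to a probe could not be separated from a response. All folds are of the Cy3 sample over the reference.

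Each array carried 22575 spots, of which 21495 were gene probes. Signals were low. On the active EBF3 array, 52.5% of gene probes were well above background in Cy3 and 54.1% in Cy5, with 10901 probes well above background in both channels. On the hGR array these shares were 49.4% and 57.8%, with 10573 probes in both channels. The median background-subtracted signal was 21.3 in Cy3 and 20.9 in Cy5 on the active EBF3 array, and 17.7 and 25.99 on the hGR array. Spots flagged as non-uniform numbered 212 and 152 and were left out, which kept 21283 and 21343 probes.

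As a background for counts of changed probes, the Cy5 channels of the 2 arrays were set against each other. Of 21219 probes, 67 (0.316%) differed at least 2-fold, and the SD of the log2 difference was 0.24. Among the 11243 probes well above background in Cy5 on both arrays, 20 differed at least 2-fold and the SD was 0.17. By comparison, 689 of the 10010 probes well above background in Cy3 on both arrays differed at least 2-fold between the Cy3 channels, with an SD of 0.63. The reference channels were therefore closer to each other than the treated samples were. The number of arrays limits the precision of every ratio.

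The injected message was examined first as a check of the labels, since only the hGR caps lacked it. The *ebf3* probe (Xebf-3) was not well above background in either channel of either array, so it gave no fold and the labels could not be checked with it. The 2 *ebf2* probes gave different values. The ebf2-A probe was 6.29-fold higher with active EBF3 and at least 2.20-fold lower in hGR caps. The ebf2-B probe was 1.70-fold higher and 1.04-fold lower, respectively.

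To find genes that respond to EBF3 activity in ectoderm that was not neuralized, probes at least 2-fold apart between active EBF3 and the reference were counted. There were 882 such probes, 450 higher and 432 lower with active EBF3. At 5-fold, 118 were higher and 109 lower. Of the 882 probes, 268 of the higher and 258 of the lower were well above background in both channels. Another 160 and 140 were well above background in 1 channel only, and 22 and 34 in neither. Among the alternatives at 2-fold, the count moved most with median centring, which gave 1901 higher and 879 lower. That setting had no intensity-dependent curve and no surrogates, so the move cannot be credited to the curve alone.

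The control array addressed which changes came with DEX in caps lacking the EBF3 fusion. It differed from the reference in the injected mRNA as well as in DEX. There, 217 probes were at least 2-fold higher and 870 at least 2-fold lower in hGR caps. Of the 870 lower probes, 500 had surrogate values in both channels, which the scanner software substitutes for spots not above background, and such probes carried no measured difference. With the deposited log ratio, which is 0 for those probes, 217 were higher and 363 lower. Among probes well above background in both channels, 90 were higher and 150 lower. At 5-fold, 1 probe was higher and 33 were lower.

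Of the probes changed with active EBF3, 26 were at least 2-fold higher on both arrays and 73 at least 2-fold lower on both. Removing these left 783 probes, 424 higher and 359 lower, attributed to active EBF3 and not shared with the control. Among the 783, 18 probes were higher with active EBF3 and lower in hGR caps, and 23 were lower with active EBF3 and higher in hGR caps. When the ratio on the hGR array was subtracted from that on the active EBF3 array, 1087 probes were at least 2-fold higher and 692 at least 2-fold lower with active EBF3. Among probes well above background in at least 1 channel of each array, these counts were 446 and 480.

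**Figure D1:**
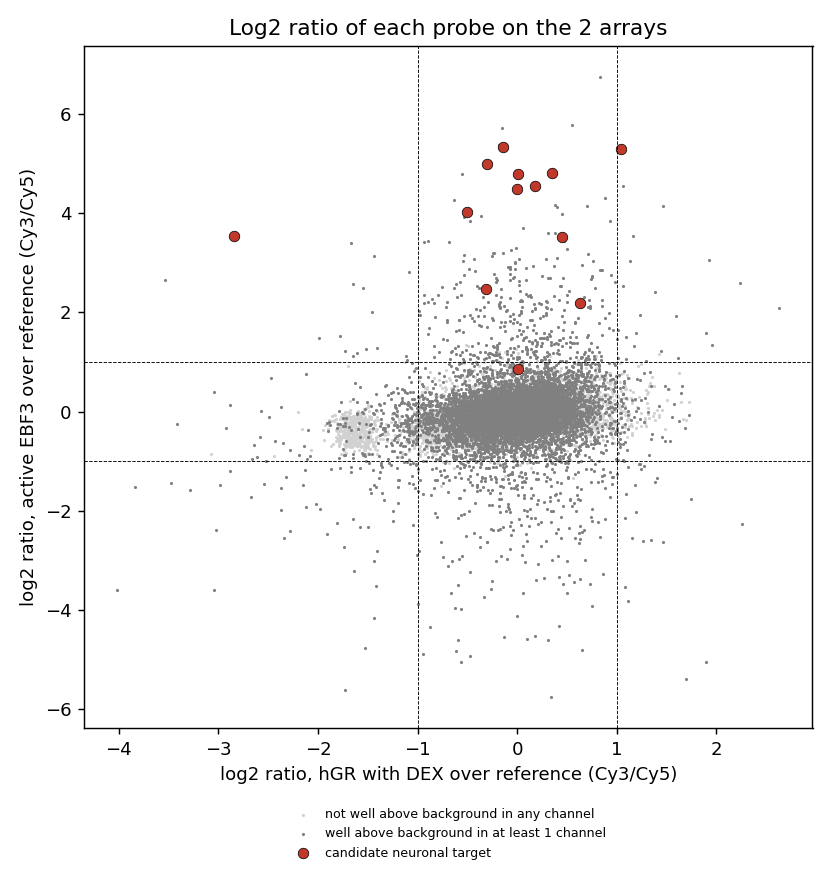
Each point is 1 probe, with its log2 Cy3/Cy5 ratio on the hGR array (horizontal) and on the active EBF3 array (vertical). Dashed lines mark 2-fold, red points are the 13 usable candidate neuronal targets with all signals taken as they are, and the pale group left of the centre holds probes not well above background in any channel.

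The study chose 14 candidate neuronal targets on other arrays, made with Noggin, and asked whether they respond without it. On the active EBF3 array, 13 of the 14 probes were usable, and 12 of these were at least 2-fold higher with active EBF3. The median of the list was 4.48 (log2), above all 10000 random lists matched on signal, whose central 95% ran from -0.22 to 0.19. This median takes signals as they are. For 7 of the probes only the reference was not well above background, and for *en-2* neither channel was. Over the 5 probes measured in both channels the median was 4.02, again above all random lists. On the hGR array the list median was 0.00 and lay at percentile 80.0 of the random lists, or 17.6 with the deposited log ratio. Subtracting the hGR array gave a median of 4.46 over 13 probes.

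Of the 14 candidates, 5 were measured in both channels of the active EBF3 array. *neurod* (MGC82572) was 40.2-fold higher, *hoxd10* (MGC68611) 31.7-fold, *peripherin* (MGC68948) 16.3-fold, *aml1* (MGC69003) 11.7-fold and *kcnk5* (BC084931) 11.5-fold. For 7 others the reference was not well above background, which left a lower bound that is also open to dye bias. The bounds were at least 26.5-fold for *pcdh8* (MGC84237), 23.3-fold for *nscl-1* (LOC495280, nhlh1.L), 20.8-fold for *nr2f2* (Nr2f2), 11.7-fold for *greb1* (BC043838), 9.35-fold for *emx1* (emx1-prov), 2.85-fold for *nf-m* (LOC397995, nefm.S) and 2.30-fold for *wnt3a* (wnt3a-A). The *en-2* probe (MabEn) was the 1 usable candidate that did not pass 2-fold (log2 0.86 on the active EBF3 array), and it was not well above background in either channel of either array. The spot for *activin beta b* (Inhbb) was flagged non-uniform on the active EBF3 array and gave no value there. Other probes matched to the same gene symbols, 6 in all, were looked up after values had been seen. With active EBF3, neurod1-A was 8.36-fold higher and LOC496362 (kcnk5.S) 2.92-fold higher, each less than the candidate probe of its gene, while plasticin-prov (prph.L, annotated as peripherin) was at least 2.47-fold lower. In hGR caps these 3 were at least 1.28-fold lower, 1.64-fold higher and 1.26-fold higher. LOC397994 (nefm.L), XHEN1 (nhlh1.S) and en2-A were not well above background in either channel of either array.

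In hGR caps, 10 of the 14 candidates were not well above background in either channel. *peripherin* was 1.42-fold lower, *kcnk5* 1.37-fold higher and *activin beta b* 1.36-fold lower. *aml1* was at least 7.19-fold lower in hGR caps than in the reference. The signal ratio of *pcdh8* passed 2-fold on the hGR array (log2 1.05) with neither channel well above background, so the probe did not enter the set attributed to active EBF3.

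**Figure D2:**
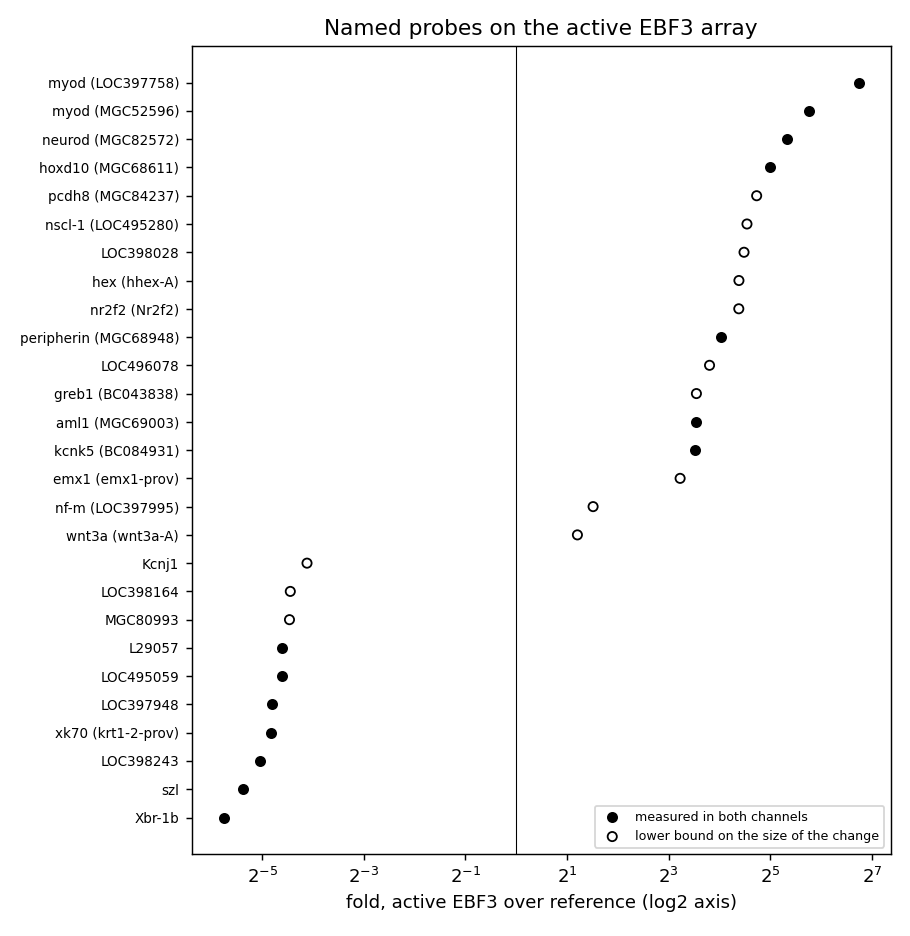
Fold of active EBF3 over the reference for the candidate targets and the probes with the highest and lowest ratios on the active EBF3 array (horizontal, log2 axis), 1 row per probe. Filled circles were measured in both channels and open circles are lower bounds on the size of the change; values ran from 107-fold higher for *myod* to 54.1-fold lower for Xbr-1b.

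Among annotated probes changed with active EBF3 and not in hGR caps, the highest ratios of processed signals were those of 2 *myod* probes, at 107-fold (LOC397758, myod1.L) and 54.4-fold (MGC52596) higher. They were 1.78-fold and 1.46-fold higher in hGR caps. The others of the 10 highest were LOC398028 (tal1.S, annotated as stem cell leukemia protein SCL), at least 22.3-fold higher, hhex-A (*hex*), at least 20.8-fold, LOC496078, at least 13.96-fold, and the candidates *neurod*, *hoxd10*, *nr2f2*, *greb1* and *nscl-1*. Probes known only by a lower bound were ranked by their signal ratio, so their true places are not known.

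The 10 lowest included pairs of probes for the same genes. Xbr-1b (ventx2.1.S) was 54.1-fold lower and LOC397948 (ventx2.1.L, annotated as VENT-2) was 28.0-fold lower with active EBF3. The probe szl, annotated as the Xwnt8 inhibitor sizzled, was 41.6-fold lower, and LOC398164 (szl.L) at least 21.8-fold lower. The remaining 6 were LOC398243 (klf17.L, annotated as neptune) at 32.9-fold lower, krt1-2-prov (krt70.L, a keratin) at 28.4-fold, LOC495059 (elf1.L) at 24.4-fold, L29057 (a cadherin) at 24.3-fold, MGC80993 at least 22.0-fold and Kcnj1 at least 17.4-fold lower. In hGR caps szl was 3.24-fold and LOC398164 3.73-fold higher, while the other 8 changed by less than 2-fold.

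On the hGR array, the highest ratios outside those shared with active EBF3 were the 2 *szl* probes, MGC52940 (similar to villin 1) at 3.13-fold, mcm3-prov at 3.08-fold and HAS2 (has2.S) at least 1.78-fold higher. The lowest were MGC68907 at 10.5-fold lower, MGC80829 at 7.38-fold lower, Xmab-21 (mab21l2.S) at least 8.22-fold lower, and ebf2-A and *aml1* with the bounds given above. MGC68907 had a non-uniform spot on the active EBF3 array, with a log2 ratio of -2.06 if kept, so its absence from the shared probes rests on that spot being left out. On the active EBF3 array, MGC80829 was 1.101-fold and Xmab-21 1.32-fold higher.

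Both arrays share the reference, which relates their ratios without any common effect. Across 21219 probes, which are not independent replicates, Pearson's r between the arrays was 0.213 and Spearman's rho 0.308, and 63.3% of probes had the same sign. A simulation of unchanged samples against a shared reference gave a mean r of 0.5001 and 66.6% with the same sign. Of the 1083 probes past 2-fold on the hGR array, 9.14% were past 2-fold the same way on the active EBF3 array, against 32.3% in the simulation. As 500 of the 1083 probes held surrogates in both channels of the hGR array, the deposited log ratio was also used. With it, 17.2% of 576 probes were past 2-fold the same way, against 27.5% in the simulation (central 95% from 23.98% to 30.9%). With normexp and an offset of 50, the share was 24.5% of 98 probes, inside the simulated range of 22.5% to 40.4%.

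Lists of genes fixed before the data were examined were set against random lists matched on signal. The 5 probes for epidermal genes had a median of -0.97 (log2) with active EBF3, at percentile 0.010, and all 5 were lower. In hGR caps the median of the 4 usable epidermal probes was 0.04, at percentile 60.5. dlx3-A-prov was 3.83-fold lower with active EBF3, and krt1-2-prov is described above. Another 7 probes were for other genes that the study names as upregulated on its arrays with Noggin. They had a median of 3.59, at percentile 100, with active EBF3 and of 0.38, at percentile 99.7, in hGR caps. Among them lmo2-A was 12.1-fold and MGC52771 (similar to LIM domain only 4) 8.21-fold higher with active EBF3, and MGC52771 was also 2.19-fold higher in hGR caps. Not all of the 7 probes passed 2-fold with active EBF3. Those that did were for *myod*, *lmo2*, *hex* and *lmo4*, and none was for *lhx9*, which the study also names as upregulated. The lowest had a log2 ratio of -0.36, and the lowest among those well above background in both channels had 0.05.

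The 11 mesendoderm probes had a median of 0.11 with active EBF3, at percentile 96.9, and of -0.10 in hGR caps, at percentile 41.6. Of these, LOC398045 (chordin) was 2.25-fold higher with active EBF3 and 3.06-fold lower in hGR caps, and LOC398065 (eomesodermin) was 2.28-fold and 1.52-fold higher. The 4 probes for glucocorticoid-responsive genes had a median of -0.01 with active EBF3, at percentile 59.2, and of -0.16 in hGR caps, at percentile 23.7. Within that list, dsipi-prov (glucocorticoid-induced leucine zipper) was at least 6.83-fold lower with active EBF3 and 1.05-fold lower in hGR caps.

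**Figure D3:**
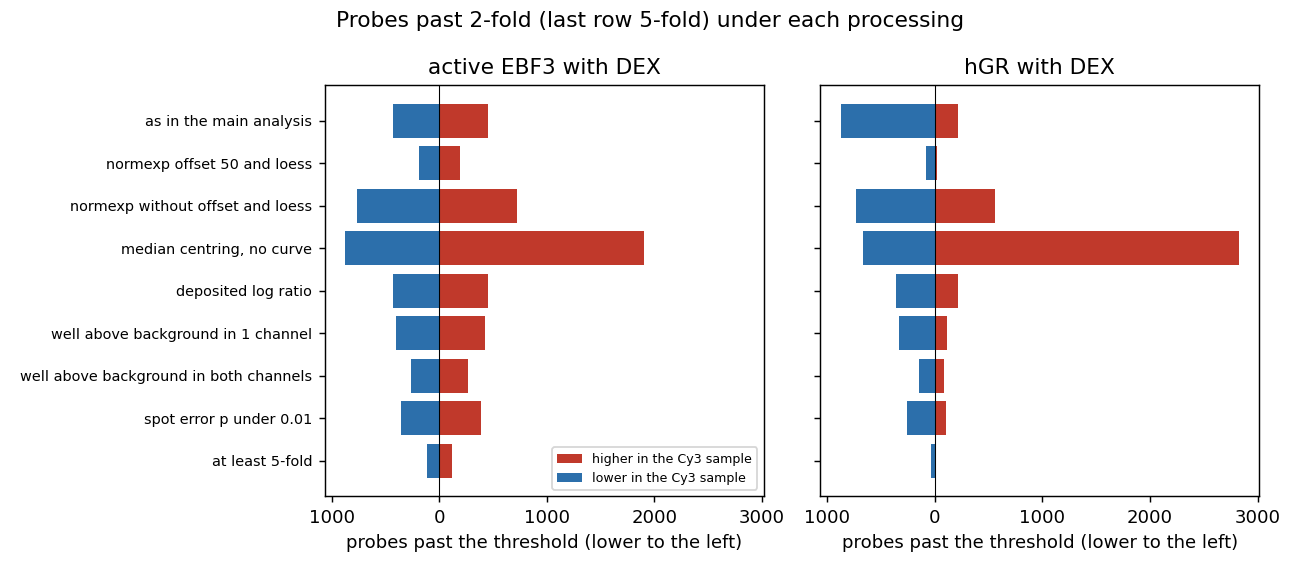
Probes past 2-fold, or 5-fold in the last row, on each array under 9 ways of processing, with probes lower in the Cy3 sample drawn to the left and higher to the right of 0. On the active EBF3 array the main counts were 450 higher and 432 lower, and on the hGR array 217 higher and 870 lower.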

Values the study reported

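On arrays made with Noggin in 4 experiments, the study reported 602 genes upregulated and 504 downregulated more than 2-fold by EBF3 activity, after genes affected by DEX were removed. More than 5-fold, it reported 242 genes up and 115 down. Its methods selected genes that also passed a t-test over the replicate experiments, with p-values adjusted for multiple testing. For the same arrays it gave average fold changes of 37 for *peripherin*, 31 for *hoxd10*, 27 for *kcnk5*, 26 for *neurod* and 22 for *aml1*. Without Noggin, it stated that all 14 selected candidate targets were still upregulated.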

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

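Normexp without an offset was added after seeing the data, and the other alternatives were chosen before the data were examined. No paired analysis was possible because each group had 1 array and no test was run. No replicate could be left out. Counts are called moved when they differ from the main count by over 1.5 times, and log2 values when they differ by more than 0.17, the SD between the Cy5 channels.

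The 882 probes past 2-fold with active EBF3 stayed within 1.5 times with the deposited log ratio, the series table, non-uniform spots kept, distinct gene names, a spot error p under 0.01 and probes well above background in at least 1 channel. They fell to 526 among probes well above background in both channels, to 380 with normexp and an offset of 50, and to 227 at 5-fold. They rose to 1485 with normexp without an offset and to 2780 with median centring. The share of higher probes was 51.0% in the main count and 68.4% with median centring, and it lay between 48.5% and 52.8% under every other alternative.

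The count on the hGR array depended most on dim probes. From 1087 it fell to 580 with the deposited log ratio and with the series table, where 507 of the called probes are 0 or empty, 500 of them with surrogates in both channels and 7 with a surrogate in 1. It was 443 among probes well above background in at least 1 channel, 240 in both, 364 with a spot error p under 0.01, 101 with normexp and the offset, and 34 at 5-fold. Median centring gave 3499. The share of higher probes was 19.96% in the main count, 37.4% with the deposited log ratio or the series table, 37.5% among probes well above background in both channels, 43.2% with normexp without an offset, 2.94% at 5-fold and 80.9% with median centring, which turned the balance round. The background-subtracted Cy5 signal was brighter than Cy3 on that array (median log2 ratio -0.61), and a single centring constant leaves the dependence of the ratio on signal in place. Median centring also left out the surrogates, and the effects of these changes were not separated.

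The 783 probes attributed to active EBF3 and not to hGR became 678 with 1.5-fold and 742 with 2-fold either way as the criterion on the hGR array. They became 356 with normexp and the offset, 1260 without an offset, 1779 with median centring and 481 among probes well above background in both channels. At 5-fold they became 223, with 5-fold as the criterion on the hGR array too. The 1779 probes at least 2-fold apart between the arrays became 462 with normexp and the offset, 3435 with median centring, 926 and 653 among probes well above background in at least 1 and in both channels, and 255 at 5-fold. The share higher with active EBF3 was 61.1% in the main count, 51.5% with the deposited log ratio, 50.6% with normexp and the offset, 48.2% and 46.9% with the filters on dim probes, and 37.4% with median centring.

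On the active EBF3 array the candidate list stayed above all random lists under every alternative run on it. Its median of 4.48 fell to 2.61 with normexp and the offset, 3.95 without an offset and 4.02 over the 5 probes well above background in both channels. On the hGR array its median of 0.00 became -0.48, at percentile 1.08, over the 4 probes well above background in at least 1 channel, *aml1* among them, and -0.45, at percentile 3.05, over the 3 in both. It became 0.61, at percentile 93.3, with median centring and 0.20, at percentile 92.8, with normexp without an offset. With the deposited log ratio it stayed at 0.00 but lay at percentile 17.6. With the series table it was 0.02, at percentile 56.0, over 10 probes. An offset added to both channels shrinks ratios of dim probes by construction. The *ebf3* probe, never well above background, had log2 values on the active EBF3 array of 0.22 in the main setting, 0.044 with normexp and the offset and 1.19 with median centring. On the hGR array it had -0.53, 0.12 and 3.35, and 0.00 with the deposited log ratio. The filters on dim probes gave it no value.

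Pearson's r between the arrays was 0.213 in the main setting, 0.146 with normexp and the offset, 0.352 with median centring, 0.180 with the deposited log ratio, and 0.168 and 0.163 among probes well above background in at least 1 and in both channels. Every one of these was below the simulated value for its setting. That value was close to 0.50 in each setting by construction, so these comparisons are not separate checks. The count of probes at least 2-fold apart between the Cy5 channels was 67 with Aquantile, quantile or 75th percentile scaling and 20 among probes well above background in both.

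For the lists, the median of the other genes named in the study with active EBF3 was 2.65 with normexp and the offset and 4.48 among probes well above background in at least 1 channel, against 3.59. In hGR caps it was 0.13 with the offset and 0.55 with either filter on dim probes, against 0.38. The epidermal median was -1.20 with active EBF3 and -0.13 in hGR caps with median centring. The mesendoderm median with active EBF3 was 0.40 with median centring and 0.68 with either filter on dim probes, where it lay above the central 95% of random lists. In hGR caps it was 0.15 with median centring and -0.38 among probes well above background in at least 1 channel, at percentile 1.87, and the cause was not tested. The glucocorticoid-responsive list moved by less than 0.17 under all 4 alternatives run on it.

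For the 50 named probes, 3 alternatives recomputed the ratio of each probe, both forms of normexp and median centring. Of 290 values under these, 161 moved by more than 0.17 and 129 did not, and no value past 2-fold in the main setting changed sign. Some smaller values did. With median centring on the hGR array, LOC397995 went from -0.31 to 2.13 and LOC398028 from -0.15 to 2.05. Neither probe was well above background in either channel there. Of the 161 that moved, 72 came with normexp and the offset, 55 with median centring and 34 with normexp without an offset. The deposited log ratio moved 6 more, and the remaining alternatives keep or drop a value without changing its size. As for depth, 9480 probes on the active EBF3 array and 9007 on the hGR array were well above background in neither channel and gave no fold.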

Other observations

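The tests restricted to probes well above background in both channels, the tests of the size of a change carried over to the active EBF3 array, and the test of probes raised by active EBF3 on the hGR array, were chosen after the results were seen. The others were fixed before.

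The control array had more probes past 2-fold (1087) than the active EBF3 array (882), but 500 of them had surrogates in both channels. Spot noise was tested with pairs of probes matched to the same gene symbol. On the active EBF3 array, Pearson's r over 212 pairs was 0.612, and the highest of 1000 random pairings was 0.299, which argues against spot noise as the whole of the changes there. On the hGR array r was 0.164 over 218 pairs, and 7 of 1000 random pairings reached it, so noise stays open for its dim probes. Among probes well above background in both channels r was 0.279 over 128 pairs, just above the highest random value of 0.278. Probes of one gene can share a sequence-dependent dye bias, which these pairs do not exclude.

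A shared reference or dye effect was tested through the direction on the other array. Of the 1083 probes past 2-fold on the hGR array, 81.8% had the same sign on the active EBF3 array. This share decides nothing, since 500 of the probes held surrogates in both channels, all lower in hGR caps, and 97.4% of these had the same sign. With the deposited log ratio the share was 67.0% of 576 probes, and among 216 probes well above background in both channels of both arrays it was 60.6%. A reference or dye effect alike on both arrays, as the whole cause, would carry over a change of at least 2-fold (log2 of 1). On the active EBF3 array, in the direction of the hGR array, the median log2 ratio was 0.276 for the 576 probes (bootstrap over probes 0.232 to 0.325). For the 216 it was 0.275 (0.148 to 0.370). These values argue against such an effect as the whole cause for those probes. A partial contribution stays open, and so does the whole cause for probes with surrogates. A dye effect particular to the hGR array would not carry over, so these values cannot exclude it for any probe. The simulated ranges were 83.2% to 89.0% and 77.4% to 87.7%, but the simulation assumed that the reference varied as much as each treated sample, while the Cy5 channels differed from each other with an SD of 0.17. That SD says nothing of how the reference RNA differs from other untreated caps.

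For the hGR array, a response of the caps to DEX through their own receptor would raise glucocorticoid-responsive genes. The median of that list lay at percentile 23.7 there. The list does not test an effect of activated hGR, which the paper describes as a hormone-binding domain of the receptor. A different share of mesendoderm would move the mesendoderm list, which lay at percentile 41.6 with members going both ways. With 4 and 11 probes, many of them dim, these values leave both explanations open. The design also changes the injected mRNA together with DEX on this array, so those cannot be told apart.

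Some probes moved in opposite directions on the 2 arrays. Both szl probes were lower with active EBF3 and higher in hGR caps, while *aml1*, ebf2-A and LOC398045 (chordin) were higher with active EBF3 and lower in hGR caps. A candidate explanation is activity of hGR-Xebf3 in the reference caps without DEX, which would make genes raised by EBF3 lower in hGR caps than in the reference. For 288 probes raised at least 2-fold with active EBF3, the median on the hGR array was 0.09 (log2), at percentile 100 of matched random lists. This decides nothing, since the probes were selected on a ratio to the same reference, which pushes that median up by itself. Of these 288 probes, 15 were at least 2-fold lower in hGR caps (5.21%) and 16 at least 2-fold higher, against 2.61% lower among the other 11992 probes with a reference well above background. The lists fixed before the data were examined were not selected on these ratios, and they went different ways on the hGR array. The candidates had a median of 0.00, at percentile 80.0, and of -0.48, at percentile 1.08, over the 4 probes well above background in at least 1 channel. With the deposited log ratio their median of 0.00 lay at percentile 17.6, so the main percentile depends on how dim probes are treated. The 7 probes for other genes named in the study had a median of 0.38, at percentile 99.7, higher in hGR caps. Under this explanation, genes lowered by EBF3 would be higher in hGR caps. The epidermal probes, all 5 lower with active EBF3, had a median in hGR caps of 0.04, at percentile 60.5, over 4 usable probes. With so few probes the explanation stays open. The ebf2-A and ebf2-B probes differed in size on both arrays, and a cross-hybridization of either was not tested.

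The number of probes at least 5-fold higher with active EBF3 and not at least 5-fold higher on the hGR array was 118. The criterion on the hGR array was thus 5-fold here, and MGC52771, 2.19-fold higher in hGR caps, was kept. The count is lower than the value quoted from the study above, which came from other arrays with Noggin. The study did not state its threshold for removing genes affected by DEX. *peripherin* was 16.3-fold higher here. That is lower than the value quoted from the study above. *kcnk5* was 11.5-fold higher here. That is also lower than the quoted value. *aml1* was 11.7-fold higher here. That is lower than the quoted value as well. *neurod* was 40.2-fold higher here by the probe matched to the accession the study lists. That is higher than the quoted value. A second *neurod* probe, neurod1-A, was 8.36-fold higher. That is lower than the quoted value. Of the candidates, 12 of the 13 usable probes passed 2-fold here. The number quoted has no such threshold. The exception was *en-2*, with a log2 ratio of 0.86 and neither channel well above background. It passed 2-fold with normexp without an offset (1.36) and with median centring (2.18), where all 13 did, and had 0.23 with the offset. The spot for *activin beta b* was non-uniform (log2 4.37 if kept). The en2-A probe was also not well above background in either channel of either array. Other values lay within 1.5 times of their quoted counterparts. These were *hoxd10* at 31.7-fold higher here, and the 424 higher and 359 lower probes at 2-fold. So were the lower probes among the 223 that changed at least 5-fold with active EBF3 and not 5-fold in hGR caps. These are all but 118 of the 223. The counts are not like measures, since the study counted genes that also passed a t-test over replicates. Those here are probes past a fold threshold on 1 array.

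The dsipi-prov probe, annotated as a gene induced by glucocorticoids, was at least 6.83-fold lower with active EBF3 although DEX was present, and it was 1.05-fold lower in hGR caps. No explanation of this was tested.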
